# Transcriptional Modulation of Human Endogenous Retroviruses in Primary CD4+ T Cells Following Vorinostat Treatment

**DOI:** 10.3389/fimmu.2018.00603

**Published:** 2018-04-12

**Authors:** Cory H. White, Nadejda Beliakova-Bethell, Steven M. Lada, Michael S. Breen, Tara P. Hurst, Celsa A. Spina, Douglas D. Richman, John Frater, Gkikas Magiorkinis, Christopher H. Woelk

**Keywords:** human endogenous retroviruses, histone deacetylase inhibitor, primary CD4+ T cells, total RNA-Seq, long terminal repeat

## Abstract

The greatest obstacle to a cure for HIV is the provirus that integrates into the genome of the infected cell and persists despite antiretroviral therapy. A “shock and kill” approach has been proposed as a strategy for an HIV cure whereby drugs and compounds referred to as latency-reversing agents (LRAs) are used to “shock” the silent provirus into active replication to permit “killing” by virus-induced pathology or immune recognition. The LRA most utilized to date in clinical trials has been the histone deacetylase (HDAC) inhibitor—vorinostat. Potentially, pathological off-target effects of vorinostat may result from the activation of human endogenous retroviruses (HERVs), which share common ancestry with exogenous retroviruses including HIV. To explore the effects of HDAC inhibition on HERV transcription, an unbiased pharmacogenomics approach (total RNA-Seq) was used to evaluate HERV expression following the exposure of primary CD4^+^ T cells to a high dose of vorinostat. Over 2,000 individual HERV elements were found to be significantly modulated by vorinostat, whereby elements belonging to the ERVL family (e.g., LTR16C and LTR33) were predominantly downregulated, in contrast to LTR12 elements of the HERV-9 family, which exhibited the greatest signal, with the upregulation of 140 distinct elements. The modulation of three different LTR12 elements by vorinostat was confirmed by droplet digital PCR along a dose–response curve. The monitoring of LTR12 expression during clinical trials with vorinostat may be indicated to assess the impact of this HERV on the human genome and host immunity.

## Introduction

Vorinostat is a histone deacetylase (HDAC) inhibitor also known as suberoylanilide hydroxamic acid. HDAC inhibitors act on HDAC enzymes and block the removal of acetyl groups from histones resulting in a relaxed chromatin state (1) and the modulation of the expression of large numbers of genes (2, 3). In addition, HDAC inhibitors appear to affect the acetylation states of transcription factors at the protein level, which alters their activity and leads to further transcriptional changes (4). HDAC inhibitors have wide ranging therapeutic value and have been considered for the treatment of cancer (5) and neurodegenerative disorders (6), as well as in “shock and kill” strategies to facilitate an HIV cure (7). The therapeutic efficacy of HDAC inhibitors against cancer is thought to stem from their ability to induce tumor cell apoptosis (5). Vorinostat is approved by the Federal Drug Administration (FDA) for the treatment of refractory cutaneous T-cell lymphoma (8). In an HIV cure setting, HDAC inhibitors may provide the “shock” capable of flushing HIV out of the persistent reservoir, while antiretroviral therapy is used to prevent new infections so that the cell lysis mediated by viral replication or the immune system may then “kill” actively replicating cells (7). Due to the pre-existing FDA approvals for human use, vorinostat has already been used in a number of completed (9, 10) and ongoing (11) clinical trials assessing shock and kill strategies for an HIV cure.

Human endogenous retroviruses (HERVs), which constitute approximately 8% of the human genome, are themselves descended from ancient exogenous retroviruses (12) and thus share common ancestry with HIV. HERV structure reflects that of retroviruses with two long terminal repeat (LTR) elements flanking *gag, pol*, and *env* genes, although HERVs most frequently exist in the genome as solitary LTR elements due to the loss of genes through recombination (13). Since vorinostat activates the expression of HIV, there have been concerns that this drug may also upregulate HERVs with potentially pathological consequences (14). For example, HERV pathology could result from the modulation of the expression of protein coding genes or the formation of chimeric proteins with aberrant function leading to oncogenesis (15), as well as the dysregulation of inflammatory immune responses through the expression of HERV encoded proteins (e.g., *gag* and *env*) (16). Indeed, HERV expression has previously been associated with a wide repertoire of diseases including diabetes, schizophrenia, autoimmune diseases (e.g., multiple sclerosis and rheumatoid arthritis), and cancer (17). However, the difficulties in associating HERVs with disease should be stressed due to their ubiquitous nature in human populations although polymorphisms between individuals could explain disease specificity (17). Finally, it was previously shown that HIV capsids could be successfully pseudotyped *in vitro* with HERV-W Env resulting in infectious virus particles (18). This raises the possibility that coexpression of HERVs and HIV might lead to novel retroviral strains with new properties through transcomplementation or recombination, although the latter may be unlikely due to the large evolutionary distance between HERV elements and HIV (19).

To explore the ability of vorinostat to modulate the expression of HERV elements in the human genome, our previous analysis utilized a targeted approach [i.e., real-time reverse transcription polymerase chain reaction (RT-qPCR)], to assess the expression of the *env* and *pol* genes of specific HERV families (i.e., HERV-K, HERV-W, and HERV-FRD) following HDAC inhibitor treatment (14). This study showed that cell line model systems of chronic HIV infection (i.e., J-LAT-8.4 and U1 cells) treated with different concentrations of vorinostat (i.e., 1 µM and 1 mM) for 24 h did not significantly alter the expression of these HERV elements. Furthermore, treatment of uninfected and HIV-infected primary CD4^+^ T cells with another HDAC inhibitor, panobinostat (20 nM), for 24 h did not result in the upregulation of these HERV genes. In contrast, Kronung et al. (20) previously applied another targeted RT-qPCR approach to study the expression of transcripts of the *TP63* and *TNFRSF10B* genes that are under control of an LTR12 promoter derived from the HERV-9 family. Treatment with vorinostat (1 or 5 µM) for 18 h upregulated these genes *via* the LTR12 promoter across various cells lines (i.e., GH, H1299, K562, U2OS, HeLa, Ovcar-3, and HuT-78) suggesting that this drug may indeed modulate HERV elements. However, discrepancies have been noted between cell lines and primary cells with respect to the host gene transcriptional profile induced by vorinostat (2). The main motivation for the current study was to resolve these discrepancies and determine if vorinostat can modulate HERV elements in primary CD4^+^ T cells using an unbiased approach (i.e., total RNA-Seq). Uninfected instead of HIV-infected primary CD4^+^ T cells were selected for study to disambiguate the effects of vorinostat on HERV elements since the Tat protein of HIV has also been shown to activate HERV elements, e.g., HERV-K(HML-2) (21, 22).

## Materials and Methods

### Isolation of Primary CD4+ T Cells

For subsequent total RNA-Seq analysis, cryopreserved primary CD4^+^ T cells that were viably frozen were obtained from four different healthy donors (AllCells, Inc., Emeryville, CA, USA) and thawed in RPMI with 20% human serum. Dead cells resulting from thawing frozen cells were removed using Viahance magnetic negative selection (Biophysics Assay Laboratory Inc., Worcester, MA, USA). For dose–response analysis, peripheral blood was isolated from two additional healthy donors by venipuncture according to the protocols approved by an institutional review board into polypropylene syringes containing sodium heparin. Primary CD4^+^ T cells were isolated using the RosetteSep CD4^+^ T cell enrichment cocktail (StemCell Technologies Inc., Vancouver, Canada). Aliquots taken from CD4^+^ T cell samples were subjected to flow cytometry to assess purity (i.e., >95% cells expressing CD4).

### Treatment of Primary CD4+ T Cells With Vorinostat

Primary CD4^+^ T cells (2.5 million cells per milliliter) were plated into six-well tissue culture plates at 2 ml per well. For the four donors subjected to total RNA-Seq analysis, wells were either treated with a high dose of vorinostat (10 µM) dissolved in dimethyl sulfoxide (DMSO) or left untreated (i.e., DMSO solvent only). For the two donors subjected to dose–response analysis by digital droplet PCR, the wells were treated with 0.34, 1, 3, and 10 µM of vorinostat dissolved in DMSO or left untreated (i.e., DMSO solvent only). In all cases, after 24 h of vorinostat exposure, the samples were washed twice with 10 ml of phosphate buffered saline and resuspended in RLT Plus buffer (Qiagen, Valencia, CA, USA) containing β-mercaptoethanol for RNA extraction.

### RNA Isolation

Total RNA was extracted from primary CD4^+^ T cells using the RNeasy Plus Kit (Qiagen, Valencia, CA, USA) and genomic DNA removed using an on-column DNase treatment. RNA integrity was assessed using the Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA) and RNA integrity numbers of samples were on average 8.9 (SD ± 0.29).

### Total RNA-Seq Data Generation

Cytoplasmic and mitochondrial ribosomal RNAs (rRNAs) were removed from total RNA extractions using the Ribo-Zero Gold (Human/Mouse/Rat) rRNA Removal Kit (Epicentre, Madison, WI, USA). RNA-Seq libraries were prepared using the TruSeq™ Stranded Total RNA Library Prep Kit (Illumina, San Diego, CA, USA) and sequenced to a depth of 100 million reads using the HiSeq2000 (Illumina) to generate 50 bp paired-end reads.

### Total RNA-Seq Data Analysis

Sequence data in FASTA format for greater than 92,000 distinct HERV elements from the human genome were downloaded from the Endogenous Retrovirus Database (HERVd, 2012 release) (23, 24). This FASTA file of HERV sequence data was converted into a Bowtie index using the *bowtie-build* command (25) and also used to manually construct a gene transfer format (GTF) file. Duplication has led to the expansion of HERV elements throughout the human genome that are often fragmented due to insertions. To enable accurate quantification of HERV elements, reads were mapped with the “-m 1” option using the Bowtie index to ensure that only reads uniquely mapping to a single HERV element with no mismatches were retained. To maximize the alignment of reads to fragments of HERV elements, paired-end reads were decoupled into single-end reads for mapping purposes. The number of reads mapping to each HERV element was then counted using htseq-count with the GTF file (26). Raw counts were converted to counts per million (cpm) mapped reads, HERV elements were removed that did not have at least 1 cpm in at least half of the samples, and subjected to trimmed mean of M-values normalization. Finally, reads from the total RNA-Seq data were also mapped to the human genome using TopHat (27) (default settings with coverage based search for junctions disabled) in order to visualize read pile up against HERV elements in a genomic context using the UCSC genome browser (28).

### Total RNA-Seq Data Access

Metadata, FASTQ files, and a raw HERV expression matrix have been submitted to the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE102187.

### Droplet Digital PCR (ddPCR) Analysis

Custom TaqMan assays were used to quantify the upregulation by vorinostat of three LTR12 elements with HERVd designations rv_007357, rv_007420, and rv_010177, using the QX100 Droplet Digital PCR System (Bio-Rad, Hercules, CA, USA) as previously described (29, 30). Briefly, the PrimerQuest Tool (31) (Integrated DNA Technologies, Coralville, IA, USA) was used to design two TaqMan assays against rv_007357 and a single assay against each of the remaining LTR12 elements. Primer and probe sequences for these TaqMan assays were subject to BLAT analysis against the human genome to confirm specificity and are presented in Table 1. Five nanograms of RNA in a 20 µl PCR reaction volume were used for each target in duplicate. The TaqMan Gene Expression Assay (Hs03044961_g1) for the ribosomal protein L27 (*RPL27*) gene was selected as a normalizer (32). LTR12 element expression was assessed between the vorinostat treated (10 µM) and untreated condition using the samples used to generate the original total RNA-Seq data (Donors 1–4). LTR12 expression was also assessed in a vorinostat dose–response curve (0, 0.34, 1, 3, and 10 µM) for two additional donors (Donors 5 and 6).

**Table 1:** Custom TaqMan assays used to confirm the upregulation of LTR12 elements by vorinostat treatment.^a^

LTR12 element	Primer and probe set	Designation	Sequence	Length	GC%	Amplicon size (bp)
rv_007357	Set 1	Forward (sense)	GAGCGTATGGCGTTATGTAGTT	22	45.5	114
		Probe (sense)	TTGAGCCGATGAGATCGCTAAGCC	24	54.0	
		Reverse (antisense)	AGCGGTATGTCCTCCCTTTA	20	50.0	

	Set 2	Forward (sense)	GGAGGAACGAAACACTCATCT	21	47.6	102
		Probe (antisense)	TGCAACTTTCACAGAGTCGTCTCACC	26	50.0	
		Reverse (antisense)	CGTCTCACCCACTTCAGAAA	20	50.0	

rv_007420	Set 1	Forward (sense)	GGTAGTGAGAGAGAACGGTATG	22	50.0	124
		Probe (sense)	TCCTCTGCTCATTCTGGTTGTGCT	24	50.0	
		Reverse (antisense)	CTAAAGAGCTCCCACGGTATAG	22	50.0	

rv_010177	Set 1	Forward (sense)	ACTCCAGACACACCGTCTTA	20	50.0	96
		Probe (sense)	ATTGGTAGCTTTCCCGAGTCAGCG	24	54.0	
		Reverse (antisense)	TCATTCCATTCAGGTGGGTTC	21	47.6	

*^a^The “rv” designations from the Human Endogenous Retrovirus Database (HERVd) are listed for each LT12 element. Two primer and probe sets were used for the LTR12 element with designation rv_007357*.

*GC%, percentage of guanine and cytosine bases in corresponding primer or probe; bp, base pair*.

### Statistical Analyses

For total RNA-Seq data, HERV elements were identified as differentially expressed between vorinostat treated and untreated samples with a false discovery rate (FDR) corrected *p*-value <0.05 using EdgeR (33). EdgeR adopts the negative binomial model as the main approach to model RNA-Seq data. This model approach requires an estimate of the true biological coefficient of variation. The square root of this value, the dispersion parameter, was estimated in edgeR by initially measuring a single dispersion parameter using all genes, while taking into account trends or gene abundances (i.e., trended dispersion). Then genewise (i.e., tagwise) dispersion estimates are measured and an empirical Bayes method was used to shrink these genewise dispersion estimates toward the trended dispersion. Gene expression data were then fit to the generalized linear model (GLM), and a GLM likelihood test was used to assess differential gene expression. Model parameters included a sample donor variable to account for the paired structure of the data (paired before and after vorinostat treatment). Significance values were adjusted for multiple testing using the Benjamini and Hochberg (34) method to control the FDR.

Validation of gene expression initially assessed by total RNA-Seq was performed using ddPCR, which is more sensitive than RT-qPCR, since target RNA is distributed across thousands of oil emulsion droplets that each undergoes reverse transcription and a subsequent end point PCR reaction. The number of target RNA molecules present was calculated from the fraction of positive end point reactions using Poisson statistics because some droplets contain no template while others contain one or more copies (35). All ddPCR data were expressed as copies of target RNA molecules (e.g., LTR12 element) per million copies of *RPL27* mRNA molecules and then log_2_ transformed. Prior to log_2_ transformation, a small regularization constant of 0.01 was added to all values used in this calculation to avoid taking a logarithm of zero in some instances. Differential expression of LTR12 elements was assessed between the vorinostat treated (10 µM) and untreated condition in a paired *t*-test (*p*-value < 0.05) using the samples used to generate the original total RNA-Seq data (Donors 1–4), as well as along the aforementioned dose–response curve for Donors 5 and 6.

## Results

### Global Modulation of HERVs Upon Treatment With Vorinostat

Primary CD4^+^ T cells were isolated from four seronegative donors and treated with a high dose of vorinostat (10 µM) or left untreated for 24 h. This high dose of vorinostat was initially used in an exploratory approach to optimize the ability to identify HERV elements modulated by this HDAC inhibitor. These eight samples were subjected to total RNA-Seq analysis, and the resulting data mapped against HERV sequences curated in HERVd (23). 

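The CD4+ T cells of each of 4 donors were divided between vorinostat, an inhibitor of the histone deacetylases that remove acetyl groups from histones, at 10 µM and solvent alone, both for 24 h. This gave 4 vorinostat treated and 4 untreated libraries, paired by donor. Ribosomal RNA was removed before stranded libraries were made, so the RNA without a poly(A) tail was kept. The ends of each pair were mapped as single reads with Bowtie to the HERVd sequences alone, and a read was kept only where it matched a single element with no mismatch. The deposited values are the raw counts of such reads for each of 92162 HERV elements, and genes are not among them. The counts of an untreated library summed to between 3189717 and 8104897, with a median of 6793628.5. Those of a vorinostat treated library summed to between 3804109 and 5963429, with a median of 5426962. The paper gives a sequencing depth of 100000000 reads, and all values here use the counts. A single element, rv_009768 of the MER11B family, held 85.9% to 94.5% of the counts of the untreated libraries and 81.4% to 91.7% of those of the vorinostat treated libraries. It lies on the minus strand of chromosome 3 from 15754670 to 15755946 in hg17, the genome build of all coordinates given here. The share of rv_009768 was lower with vorinostat in 3 of the 4 donors, a mean change of -3.69 percentage points (exact sign-flip test over donors, two-sided p = 0.375, where 4 pairs cannot reach 0.05). The other elements together had 408664 to 584024 counts in an untreated library and 497854 to 708817 in a vorinostat treated library. For the comparisons, elements with at least 1 cpm in at least 4 of the 8 libraries were kept, which left 10784 elements. Because rv_009768 counts toward the library size, 1 cpm stands for 3.19 to 8.105 reads. Counts were normalized by TMM, and the 2 conditions were compared with edgeR's quasi-likelihood test with the donor as a term, while the likelihood ratio test named in the methods was an alternative. An element was called at a Benjamini-Hochberg adjusted p below 0.05. Elements on X and Y entered the counts of elements but are not reported singly.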

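Of the 92162 HERV elements, 24435 had a read in at least 1 library and 10784 were tested. In the vorinostat treated cells 671 elements were upregulated and 747 were downregulated, 1418 in all from 117 families, by edgeR's quasi-likelihood test. The likelihood ratio test called 2086 elements, 1097 upregulated and 989 downregulated, and DESeq2 called 1868, 984 upregulated and 884 downregulated. All 4 donors moved in the same direction for 657 of the upregulated and 732 of the downregulated elements. Among the called elements with high counts, rv_014196, an LTR10C element on chromosome 8 from 62276883 to 62278777, fell from 2830 ± 1495 to 1299 ± 280 TMM-normalized cpm (SD, n = 4 donors). It was lower in 4 of 4 donors (standard error of the log2 fold change 0.29, adjusted p = 0.028 from edgeR), and this call was lost with scaling by library size alone (adjusted p = 0.59) and without donor 1, 2 or 4 (adjusted p = 0.096, 0.058 and 0.071 from edgeR). The element rv_000655 on chromosome 21 is of the HERVH48 family, which the list written for HERV-H joined with HERVH and LTR7. It rose from 49.3 ± 7.00 to 97.5 ± 9.56 cpm (SD, n = 4), with a log2 fold change of 0.99 (standard error 0.22, adjusted p = 0.0046 from edgeR, 0.12 with scaling by library size alone). The other of the 2 most abundant elements of that list, rv_016576 of LTR7, had 84.3 ± 22.3 and 55.1 ± 19.9 cpm (SD, n = 4; log2 fold change -0.63, adjusted p = 0.11 from edgeR). The summed counts of the HERVH48 family had a log2 fold change of -0.48 (adjusted p = 0.0079 from edgeR, 0.056 without donor 4), which turned to 0.014 with library size alone. The HERV-E element rv_000677 on chromosome 13 went from 97.4 ± 24.3 to 163 ± 50.3 cpm (SD, n = 4), and its call (adjusted p = 0.044 from edgeR) was lost without any of the 4 donors (adjusted p = 0.055 to 0.16), without the donor term (0.068), with the filter filterByExpr (0.059) and with library size alone (0.24). The HERV-E element rv_002630 was not called (log2 fold change 0.36, adjusted p = 0.35 from edgeR). Neither were the most abundant element, rv_009768 (log2 fold change -0.57, standard error 0.76, adjusted p = 0.72 from edgeR), and the MER11B element rv_014514 (-0.51, adjusted p = 0.36). The median log2 fold change of the tested elements was 0.18. Scaling by library size alone moved this median by 0.52 and left 534 upregulated and 231 downregulated elements. Library size is mostly the counts of rv_009768, so that scaling largely follows this 1 element.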

The non-parametric equivalent of a paired *t*-test identified 2,101 distinct HERV elements modulated by vorinostat with an FDR corrected *p*-value of less than 0.05 that mapped to 120 different HERV families across the human genome. 

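With a log2 fold change above 3, 283 upregulated HERV elements from 63 families remained, and 291 downregulated elements from 79 families had a log2 fold change below -3 at an adjusted p below 0.05 from edgeR's quasi-likelihood test. Under the likelihood ratio test the upregulated elements past this threshold numbered 469 from 82 families, and the downregulated elements 364 from 82 families. Of the 283 upregulated elements, 282 were higher in all 4 donors, and of the 291 downregulated elements 285 were lower in all 4. The fitted fold change of an element without reads in a condition depends on the count that edgeR adds before taking logs. There were 63 upregulated elements without a read in any untreated library and 14 downregulated elements without a read in any vorinostat treated library. With these elements set at the bound that 3 counts per library allow, 239 upregulated and 286 downregulated elements remained past the threshold. A prior count of 2 left 182 upregulated and 192 downregulated. Among the downregulated elements, rv_020396 of the MER70B family, on chromosome 3 from 110042158 to 110042709, fell from 15.4 ± 2.44 TMM-normalized cpm (SD, n = 4) to no read, at least 30.9-fold lower. The MER11A element rv_013020 on chromosome 1 was at least 22.8-fold lower and the LTR12 element rv_003611 on chromosome 8 at least 18.4-fold lower. The MLT2B1 element rv_022739 on chromosome 10 was at least 14.3-fold lower.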

In a conservative approach, HERV elements with an absolute log_2_ fold change of more than |3| were identified, leaving 451 upregulated HERV elements from 81 distinct HERV families and 363 downregulated elements from 82 families annotated from HERVd (Figure 1). 

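Of 525 tested elements of the LTR12 family, the LTR of HERV-9, 149 were upregulated, 17 were downregulated and 359 were not called by edgeR's quasi-likelihood test. Past a log2 fold change of 3 there were 116 upregulated LTR12 elements and 6 downregulated ones. The upregulated ones made up 22.1% of the tested LTR12 elements, against 1.63% of the other tested elements (odds ratio 17.1, Fisher's exact test, two-sided, adjusted p = 9.34e-79, a description because elements are not independent). This test was run for a family that the paper names from these same data, and was not adjusted over all families. For the list of LTR12 and HERV9 elements, fixed before the data were examined, 168 were upregulated and 26 downregulated (194 and 38 when adjusted over the list alone). The LTR12 elements with the smallest p-values included rv_003560 on chromosome 10 and rv_006754 on chromosome 5. The first rose from 0.259 ± 0.216 to 121 ± 49.9 TMM-normalized cpm (SD, n = 4), a log2 fold change of 8.73 (standard error 0.43, adjusted p = 1.11e-09 from edgeR). The second rose from 0.261 ± 0.369 to 286 ± 160 cpm (SD, n = 4), a log2 fold change of 9.79.

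Of 363 tested LTR16C elements, 36 were downregulated and 14 upregulated, and 313 were not called (36 and 14 as well when adjusted over the list alone). Past a log2 fold change of 3 in either direction, 17 were downregulated and 7 upregulated (22 and 11 by the likelihood ratio test, 14 and 9 with library size alone, and 17 to 21 and 3 to 6 with a donor left out). Of 456 tested LTR33 elements, 60 were downregulated, 14 were upregulated and 382 were not called, and 33 were downregulated and 5 upregulated past this threshold (36 and 15 by the likelihood ratio test, 14 and 5 with library size alone, and 23 to 30 and 2 to 5 with a donor left out). With LTR33A included, where the median log2 fold change was 6.11e-04, 75 were downregulated and 20 upregulated (80 and 21 when adjusted over the list alone). Elements downregulated past the threshold made up 7.24% of the tested LTR33 elements against 2.50% of the others (odds ratio 3.04, Fisher's exact test, adjusted p = 8.57e-07), and 4.68% of the tested LTR16C elements against 2.63% (odds ratio 1.82, Fisher's exact test, adjusted p = 0.040). Both tests are descriptions, because elements are not independent. They were run only for families that the paper names from these same data. The p-values were adjusted over the tests of LTR12, LTR16C, LTR33 and ERVL, not over all families. Families without such a test varied, with 13 of 138 LTR16A1, 5 of 42 LTR26 and 4 of 173 LTR16B elements downregulated past the threshold. The LTR33 element rv_055925, on chromosome 5 from 39136781 to 39140210, fell from 72.0 ± 12.3 to 1.67 ± 1.05 cpm (SD, n = 4), a log2 fold change of -5.49 (standard error 0.36, adjusted p = 4.79e-09 from edgeR). The LTR16C element rv_053312, on chromosome 8 from 123886489 to 123888492, fell from 43.8 ± 4.85 to 1.15 ± 0.31 cpm (SD, n = 4), a log2 fold change of -5.22 (standard error 0.32, adjusted p = 2.51e-09 from edgeR). The medians of the families differed less, with -0.05 for LTR16C, -0.04 for LTR33 and 0.96 for LTR12 against 0.18 for all tested elements, and with scaling by library size alone the medians of LTR16C and LTR33 turned positive (0.48 and 0.49, against 0.71 for all), as they did without the low-count filter (0.04 and 0.07, against 0.27 for all), without donor 1 (0.08 and 0.08, against 0.24) and without rv_009768 (0.04 and 0.03, against 0.29), and the median of LTR33 did so without donor 4 (0.15, against 0.19). The camera set test with a preset correlation of 0.01 called LTR12, its list with HERV9 and pTR5 upward and no family downward. None of these calls held with an estimated correlation (for LTR12, p = 0.021 and adjusted p = 0.81 with an estimated correlation).

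**Figure D1:**
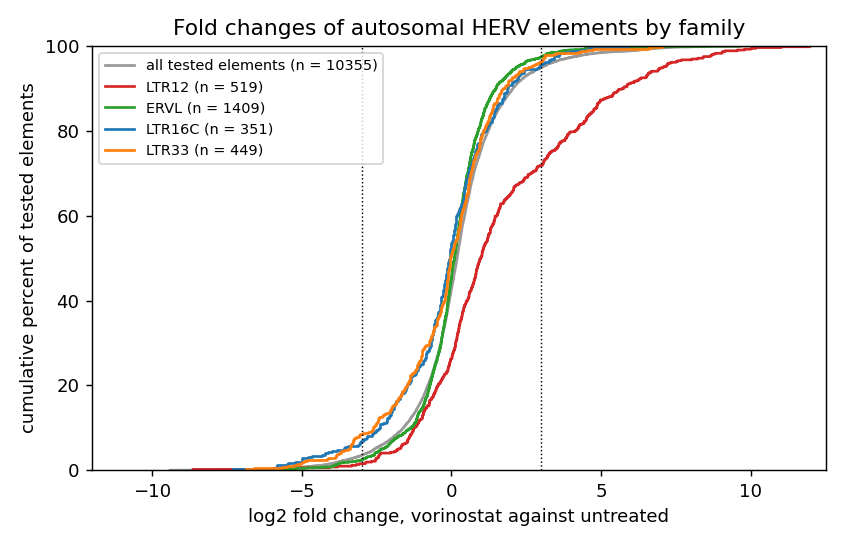
Cumulative percent of tested autosomal HERV elements (vertical axis) at or below each log2 fold change between vorinostat treated and untreated cells (horizontal axis), for LTR12, ERVL, LTR16C, LTR33 and all tested elements, with dotted lines at log2 fold changes of 3 and -3. The LTR12 curve runs to the right of the others over most of the range, and the LTR16C and LTR33 curves lie above the others on the left.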

LTR16C and LTR33 elements, which originated from the ERVL family, were predominantly downregulated, whereas LTR12 elements from the HERV-9 family were predominantly upregulated. 

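The element with the largest fitted log2 fold change, rv_005487, is a solitary LTR12 on the plus strand of chromosome 1, from 221925620 to 221927181 (1562 bp). It had no read in any untreated library and 268 to 865 reads in the vorinostat treated libraries, or 93.9 ± 65.0 TMM-normalized cpm (SD, n = 4 donors). Set against 3 counts per untreated library, this mean is at least 150-fold higher. The fitted log2 fold change was 11.98 (standard error 0.55, adjusted p = 1.53e-09 from edgeR's quasi-likelihood test). With a prior count of 2 it was 7.91. Another LTR12 element without a read in untreated cells, rv_004527 on chromosome 16 from 67117969 to 67119640, reached 46.2 ± 11.3 cpm (SD, n = 4), at least 73.9-fold higher. The LTR12 elements rv_004252 on chromosome 20 and rv_004291 on chromosome 4 were at least 43.5-fold and at least 39.9-fold higher by their means. With vorinostat they had 27.2 ± 27.4 and 24.9 ± 16.0 cpm (SD, n = 4). For rv_004252 the range was 8.79 cpm in donor 1 to 67.6 in donor 4, so single donors lay below the bound. The other elements among the 10 most upregulated autosomal ones with a mean of at least 10 counts were of LTR12 as well, except the ERVL element rv_051888 on chromosome 14 (at least 28.2-fold higher) and the MLT2B4 element rv_041580 on chromosome 1 (at least 26.2-fold higher), which lies 43479 bp downstream of rv_005487 on the same strand.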

The upregulation of LTR12 elements was by far the most dramatic of which the most upregulated (rv_005487) had a log_2_ fold change of 11.985 (actual fold change 4,054). Furthermore, the top 100 upregulated HERV elements contained 46 that were from the LTR12 HERV family (data not shown). 

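Among the 100 upregulated elements with the largest log2 fold change, the lowest at 5.87, 48 were LTR12 elements, while LTR12 elements were 4.87% of the tested elements. The next most frequent family was ERVL with 6, followed by HERV9, LTR13 and LTR33 with 3 each, and 34 families were present in all. No read was found in any untreated library for 63 of the 100 elements, and for 21 of the 48 LTR12 elements, so their order depends on the count added before taking logs. With a count of 2 added, 72 of the 100 were LTR12 elements. Of the LTR12 elements in this group, rv_006402 on chromosome 12, from 119993312 to 119994587, rose from 0.0783 ± 0.157 to 72.5 ± 36.8 TMM-normalized cpm (SD, n = 4), on 2 reads in all untreated libraries together (adjusted p = 1.53e-09 from edgeR). The LTR12 element rv_008749 on chromosome 8 was at least 20.6-fold higher, with no read in untreated cells and 12.8 ± 7.16 cpm (SD, n = 4) with vorinostat.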

Other ERVL elements (i.e., not belonging to the LTR16C or LTR33 families) had a balance of up- and downregulated elements. 

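In the family that HERVd names ERVL, 87 elements were upregulated, 97 were downregulated and 1305 of 1489 tested were not called by edgeR's quasi-likelihood test. Past a log2 fold change of 3 in either direction 23 were upregulated and 26 downregulated (36 and 34 by the likelihood ratio test, 36 and 13 with library size alone, 10 and 16 with a prior count of 2, 14 and 25 without donor 2, and 13 and 28 without donor 3). The ERVL element rv_040201, on chromosome 13 from 73737193 to 73743439, fell from 152 ± 29.2 to 1.34 ± 0.83 TMM-normalized cpm (SD, n = 4), a log2 fold change of -6.87 (standard error 0.40, adjusted p = 1.53e-09 from edgeR). The ERVL element rv_002555 on chromosome 11, from 129144600 to 129148207, rose from 2.78 ± 0.86 to 65.5 ± 20.8 cpm (SD, n = 4), a log2 fold change of 4.48 (standard error 0.34, adjusted p = 2.86e-08 from edgeR). In a wider list of the ERVL group without LTR16C and LTR33, which holds 47 families such as MLT2 and was fixed before the data were examined, 276 of 6304 tested elements were upregulated and 402 downregulated (248 and 376 when adjusted over the list alone; 162 and 250 without donor 1, 209 and 373 without donor 2, 179 and 331 without donor 3, and 189 and 301 without donor 4). Past the threshold of 3 the wider list had 88 upregulated and 155 downregulated elements, 189 and 202 by the likelihood ratio test, and 148 and 87 with scaling by library size alone. With a donor left out it had 52 to 61 upregulated and 112 to 159 downregulated elements past the threshold. For the ERVL group as a whole 304 elements were upregulated and 498 downregulated of 7123 tested (281 and 473 when adjusted over the list alone). The LTR16 families other than LTR16C had 16 upregulated and 51 downregulated elements of 620 (13 and 48 when adjusted over the list alone).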

In summary, vorinostat clearly modulated HERV elements across the genome, but appears to have specificity for certain elements (e.g., LTR12) and families (e.g., ERVL and HERV-9).

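The counts of all tested elements of a family were also summed in each library, so that a family was compared over the 4 donors. Of 105 families with at least 10 tested elements, 13 were upregulated and 23 downregulated by edgeR's quasi-likelihood test (8 and 10 without donor 1, and 9 and 9 without donor 4). LTR12 rose from a share of 2.48% ± 0.15 to 11.1% ± 2.90 of the counts outside rv_009768 (SD, n = 4), higher in 4 of 4 donors (exact sign-flip test over donors, two-sided p = 0.12, the smallest that 4 pairs allow). Its summed log2 fold change was 2.24 (standard error 0.225, adjusted p = 0.0027 from edgeR). The summed counts of pTR5, the HERVd family of rv_007357, had a log2 fold change of 2.59 (standard error 0.37, adjusted p = 0.0055 from edgeR), or 1.097 without its most counted element. HERVI rose from 978 ± 60.9 to 1954 ± 20.7 TMM-normalized cpm (SD, n = 4; adjusted p = 2.22e-04 from edgeR), and HERVK13 had a log2 fold change of 0.76 (adjusted p = 0.0027). The HERV9 sum had a log2 fold change of 0.43 (adjusted p = 0.017 from edgeR), and its call was lost without donor 2 or 4 (adjusted p = 0.072 and 0.070) and without its most counted element (0.055). LTR57 had the lowest log2 fold change of the tested families, -1.41 (standard error 0.09, adjusted p = 3.20e-04 from edgeR). The summed log2 fold changes of LTR33 and LTR16C were -0.39 (standard error 0.05, adjusted p = 0.0055 from edgeR) and -0.31 (standard error 0.05, adjusted p = 0.0079), lower in 4 of 4 donors, although they turned positive with scaling by library size alone (0.12 and 0.21). That scaling moved the median family from -0.04 to 0.47, and relative to the median family LTR33 was at -0.35 under both scalings and LTR16C at -0.27 and -0.26. A scaling moves all families by nearly the same amount, so these relative values could hardly change. They do not show whether LTR33 and LTR16C fell or the median family rose. Library size is mostly rv_009768, with 81.4% to 94.5% of the counts, so scaling by it largely follows that 1 element. Scaling by the counts outside rv_009768 was not run. Scaling by library size alone left LTR12 and pTR5 as the only families called, both upregulated. For the ERVL family the summed log2 fold change was -0.14 (standard error 0.076, adjusted p = 0.23 from edgeR), while the median over its elements was 0.10. The paper, which describes the upregulation of LTR12 elements as by far the most dramatic, states that vorinostat modulated HERV elements across the genome and that it appears to have specificity for certain elements and families.

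**Figure D2:**
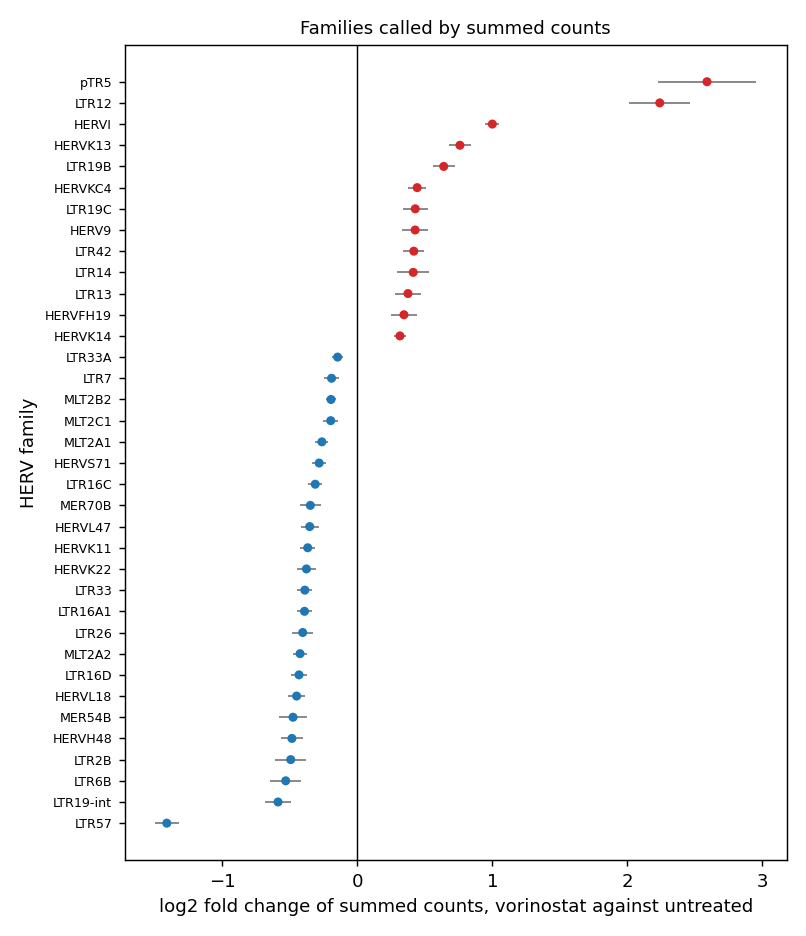
Log2 fold change of the summed counts between vorinostat treated and untreated cells (horizontal axis) for the 36 HERV families called at an adjusted p below 0.05 (vertical axis), as points with bars of 1 standard error, red for upregulated and blue for downregulated families. LTR12 at 2.24 and pTR5 at 2.59 lie apart from the other upregulated families, and LTR57 at -1.41 from the other downregulated ones, of which LTR33 and LTR16C among others turned positive with scaling by library size alone, where the median family moved from -0.04 to 0.47. That library size is mostly the counts of rv_009768.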

**Figure 1:**
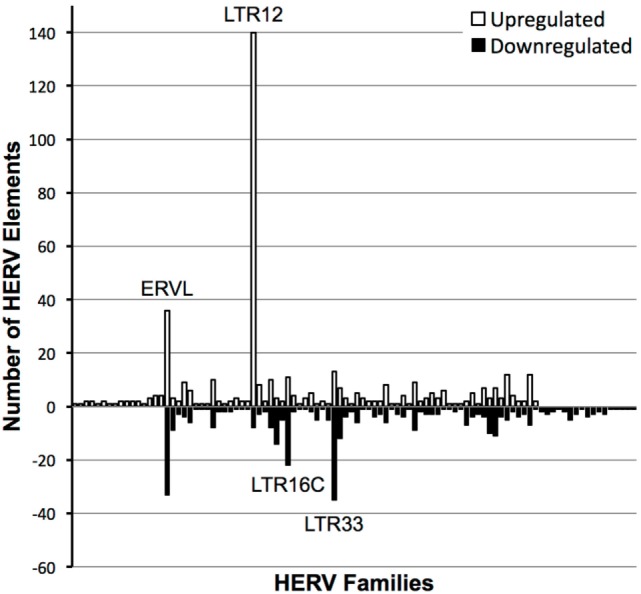
Number of distinct human endogenous retrovirus (HERV) elements per HERV family modulated by vorinostat treatment. HERV elements significantly differentially expressed (false discovery rate-corrected *p*-value < 0.05) with a log_2_ fold change of greater than 3 or less than −3 between vorinostat treated and untreated samples are depicted. HERV elements were grouped into HERV families according to designations in the Human Endogenous Retrovirus Database. White bars represent the number of HERV elements upregulated by vorinostat and black bars the number of downregulated elements. For example, there were 140 distinct HERV elements belonging to the LTR12 family which were significantly upregulated with a log_2_ fold change greater than 3 by vorinostat treatment.

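The 116 upregulated LTR12 elements past a log2 fold change of 3 were for the most part solitary LTRs. Of 403 tested elements that HERVd lists as a single LTR12 part, 135 (33.5%) were upregulated and 14 downregulated by edgeR's quasi-likelihood test, with 107 upregulated past the threshold. Of 122 tested LTR12 elements with 2 or more LTR parts, 14 (11.5%) were upregulated and 3 downregulated. Among the 93 tested HERV9 proviruses or fragments with an LTR12 beside the internal part, 15 (16.1%) were upregulated and 8 downregulated. Of 19 tested HERV9 elements without an LTR12, 4 (21.1%) were upregulated and 1 downregulated. For pTR5, 2 of 7 elements with an LTR12 and 3 of 5 without were upregulated. Of 10135 tested elements of other families with no LTR12, 498 (4.91%) were upregulated and 721 downregulated. The upregulated LTR12 elements had a median length of 1421 bp against 1361 bp for those not called (permutation test, two-sided p = 0.013, with elements that are not independent replicates). LTR12 elements of at least 1000 bp were upregulated in 131 of 399 cases (32.8%), and shorter ones in 18 of 126 (14.3%). Elements were not matched for counts, on which a call depends, so these shares do not show that length goes with the size of the response.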

Previously, using targeted RT-qPCR analysis we demonstrated that cell lines chronically infected with HIV (i.e., J-LAT8.4 or U1 cells) exposed to low (1 µM) and high (1 mM) doses of vorinostat did not lead to the consistent upregulation of the following HERV elements: HK2 *env*, HK2 *pol*, HERV-W *env* (syncytin-1), and HERV-FRD *env* (syncytin-2) (14). To confirm these findings, the expression of these elements in the total RNA-Seq data of the current study was examined following vorinostat treatment of primary CD4^+^ T cells. 

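Among the elements of the HML-2 group (HERVK, LTR5, LTR5_Hs and LTR5B in HERVd), to which the HK2 proviruses belong, 14 were upregulated, 18 were downregulated and 208 of 240 tested were not called by edgeR's quasi-likelihood test (14 and 18 as well when adjusted over the list alone). Among those of HERV-W (HERV17 and LTR17), the group of syncytin-1, 11 were upregulated, 13 were downregulated and 103 of 127 were not called (13 and 15 when adjusted over the list alone). Both groups together had 56 called of 367 tested elements, while 1418 of all 10784 tested elements were called. The 56 called elements of both groups fell to 27 without donor 1, 37 without donor 4 and 21 with library size alone. The median log2 fold change was 0.21 over the HML-2 and 0.25 over the HERV-W elements. Summed over each group, the log2 fold change was -0.08 for HML-2 (standard error 0.15, adjusted p = 0.81 from edgeR over the lists) and -0.004 for HERV-W (standard error 0.049, adjusted p = 0.95). The summed HML-2 counts were 3924 ± 989 TMM-normalized cpm in untreated and 3658 ± 609 in vorinostat treated cells (SD, n = 4), and those of HERV-W 1121 ± 72.0 and 1117 ± 25.6 cpm. The most abundant HML-2 element, rv_009879 of LTR5B on chromosome 5 from 177414930 to 177416622, had 1831 ± 929 and 1432 ± 645 cpm (SD, n = 4; log2 fold change -0.29, standard error 0.32, adjusted p = 0.65 from edgeR). The HERVK element rv_001238 on chromosome 19, from 40755047 to 40759274, had 265 ± 299 and 378 ± 118 cpm (SD, n = 4; log2 fold change 1.27, standard error 0.47, adjusted p = 0.086). It was called without donor 2 (log2 fold change 2.01, adjusted p = 1.91e-04 from edgeR), with library size alone (adjusted p = 0.020), without the low-count filter (2.61e-06) and without rv_009768 (1.87e-05). The sign of rv_009879 turned with library size alone and without donor 3 (0.22 and 0.14). The HERV-W element rv_002778 on chromosome 19, from 18549401 to 18558992, rose from 31.3 ± 5.81 to 62.4 ± 5.12 cpm (SD, n = 4), a log2 fold change of 1.01 (adjusted p = 0.0056 from edgeR, 0.073 without donor 1 and 0.12 with library size alone). The other of the 2 most abundant HERV-W elements, rv_000382 on chromosome 6, had 32.1 ± 10.6 and 42.7 ± 11.2 cpm (SD, n = 4; log2 fold change 0.44, adjusted p = 0.26 from edgeR). The env and pol genes of these groups were not located among the elements, and no family of the annotation matched the list written for HERV-FRD.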

There was no difference in expression of these elements between vorinostat treated and untreated cells (Figure S1 in Supplementary Material).

### ddPCR Confirmation of LTR12 Upregulation by Vorinostat

LTR12 elements were selected for ddPCR validation since these elements were the most upregulated by vorinostat. 

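The elements rv_007357, rv_007420 and rv_010177 lie on the plus strand of chromosome 6. The first spans 5131 bp from 2880899 to 2886029, and HERVd lists it in the family pTR5 with LTR12 as its LTR. The element rv_007420 spans 2720 bp from 20426948 to 20429667, and rv_010177 spans 1021 bp from 28961167 to 28962187, both in the family LTR12. In untreated cells rv_007357 had 9.97 ± 7.01 TMM-normalized cpm and in vorinostat treated cells 504 ± 387 (SD, n = 4), a log2 fold change of 5.59 (standard error 0.30, adjusted p = 1.14e-09 from edgeR's quasi-likelihood test). The most abundant of the 3 in untreated cells, rv_007420, went from 28.5 ± 15.8 to 253 ± 162 cpm (SD, n = 4), a log2 fold change of 3.11 (standard error 0.27, adjusted p = 1.84e-07 from edgeR). Without donor 4 its log2 fold change was 2.82. For rv_010177 the means were 0.95 ± 1.79 and 70.0 ± 32.7 cpm (SD, n = 4), a log2 fold change of 6.54 (standard error 0.63, adjusted p = 6.02e-07 from edgeR), which rests on 15 reads in all untreated libraries together and was 9.60 without donor 3. All 3 elements were higher with vorinostat in 4 of 4 donors.

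**Figure D3:**
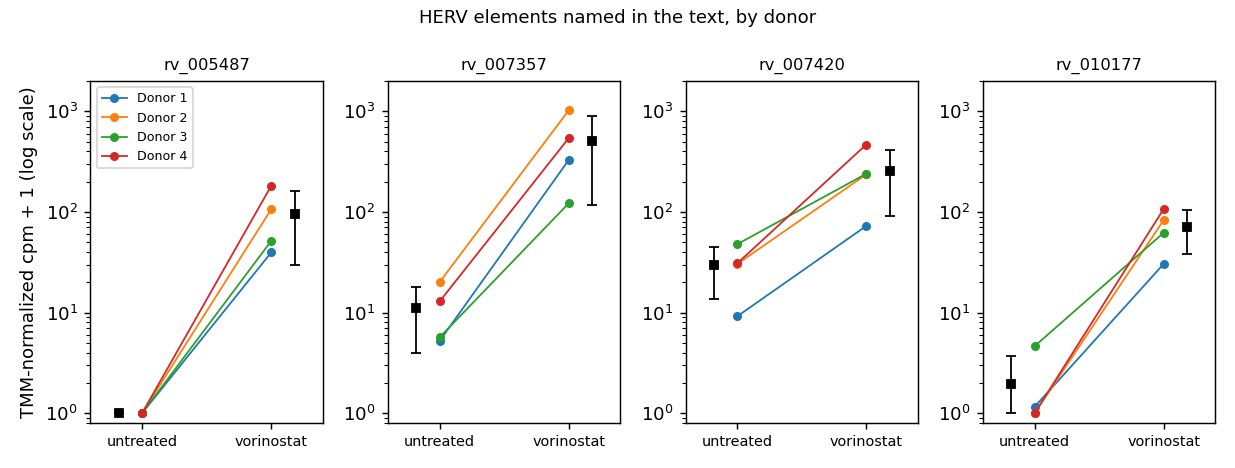
TMM-normalized cpm plus 1 on a log scale (vertical axis) of rv_005487, rv_007357, rv_007420 and rv_010177 in untreated and vorinostat treated cells, with a line for each of the 4 donors and black squares with bars for the mean and SD. Every line rises from untreated to vorinostat, and rv_005487 starts at no read in all 4 donors.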

Three LTR12 elements on chromosome 6 (rv_007357, rv_007420, and rv_010177) were selected for ddPCR analysis since they were (1) upregulated by at least eightfold (log_2_ fold change of 3), (2) longer than 1,000 bp and upregulated along large segments of the HERV element, (3) not confounded by the presence of a neighboring gene within 5 kb, and (4) consistently upregulated across all donors (Figure 2). The most upregulated LT12 element (rv_005487) is approximately 1.5 kb in the human genome but was not selected for ddPCR analysis because only a 250 bp fragment of this element was expressed. Two TaqMan primer and probe sets were designed against rv_007357 to capture the two major peaks of expression in this LTR12 element, whereas a single primer and probe set was used to target rv_007420 and rv_010177 (Table 1; Figure 2). Significant upregulation of all three elements upon vorinostat exposure was confirmed by ddPCR and fold changes reflected those detected by RNA-Seq analysis (Figure 3).

**Figure 2:**
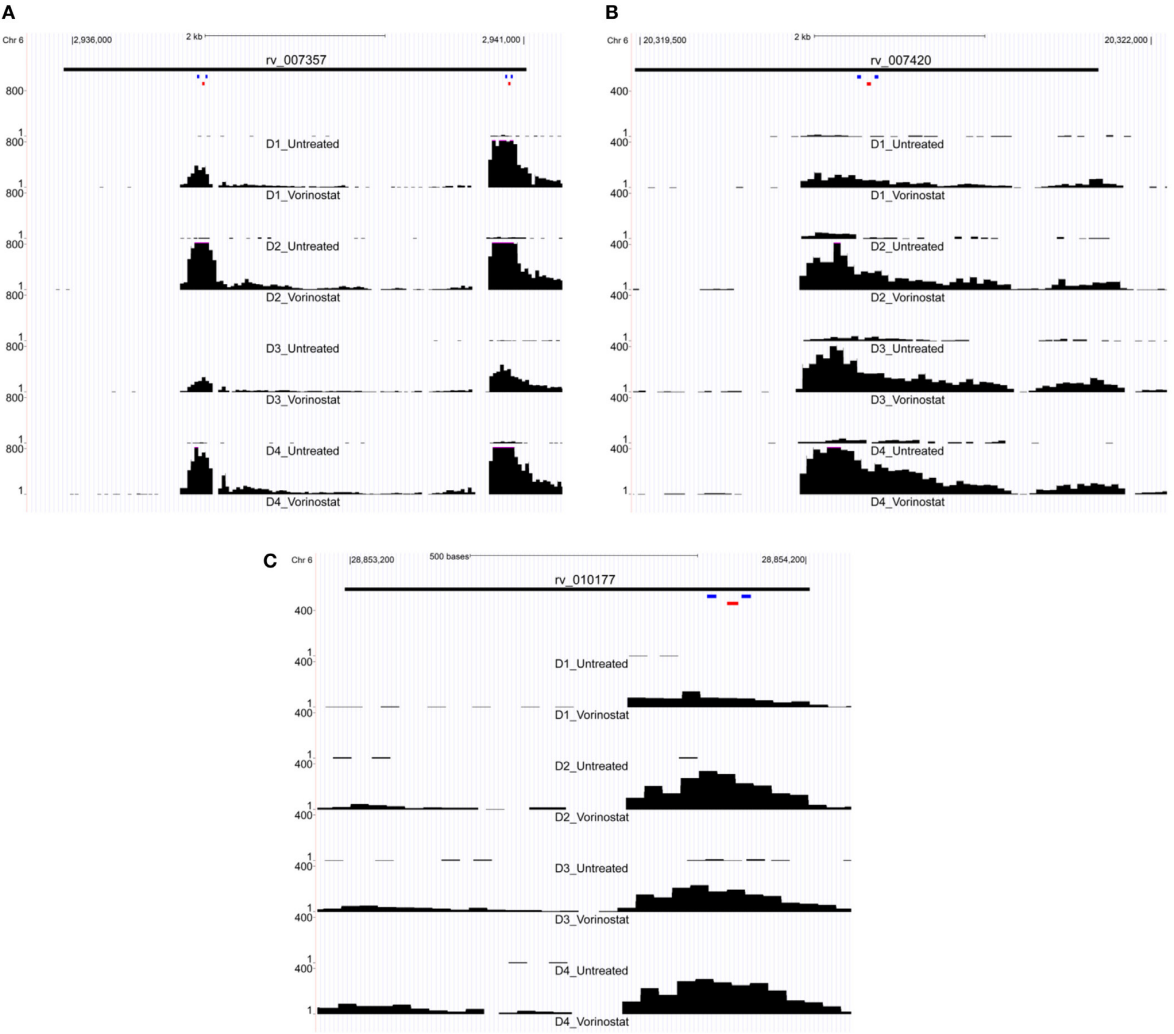
Expression of LTR12 elements visualized as read pile up using the UCSC genome browser. Reads from the total RNA-Seq experiment were mapped to the human genome and then uploaded to the UCSC genome browser for visualization of each LTR12 element: **(A)** rv_007357, **(B)** rv_007420, and **(C)** rv_010177. Read tracts are labeled with the donor and condition, e.g., *D1* for Donor 1, *Vorinostat* for drug treated, and *Untreated* for the untreated control (i.e., dimethyl sulfoxide solvent alone). Chromosomal coordinates are depicted at the top of each figure, and the black bar below indicates the position of the LTR12 element. LTR12 elements are labeled with their “rv” designation from the Human Endogenous Retrovirus Database. The *y*-axis indicates the read level averaged over 40 bp, and the pink caps to black bars in the figure indicate reads whose numbers extended beyond the depicted scale. Small colored bars represent the position of primers (blue) and probes (red) from custom TaqMan assay used to assess the expression of LTR12 elements by droplet digital PCR. Two distinct TaqMan assays were targeted to rv_007357 **(A)** with a single assay against each of the remaining LTR12 elements **(B,C)**.

**Figure 3:**
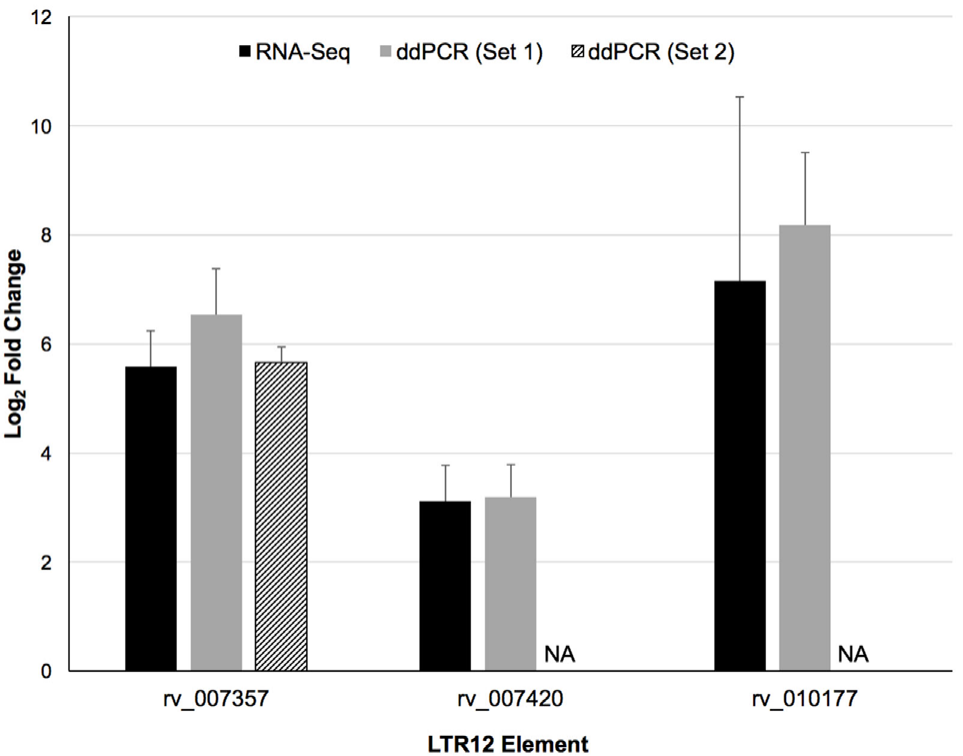
Confirmation of the upregulation of three distinct LTR12 elements by vorinostat in primary CD4^+^ T cells using droplet digital PCR (ddPCR). Log_2_ fold changes between vorinostat treated and untreated conditions were averaged across all four donors (Donors 1–4) for the RNA-Seq (black bars) and the ddPCR (gray and hatched bars) data for each LTR12 element. Error bars represent SDs across donors. The labels “Set 1” and “Set 2” indicate the two distinct primer and probe sets used to target the same LTR12 element (i.e., rv_007357). A second primer and probe set was not used to target the other LTR12 elements, and the missing bar is thus labeled “NA” for not applicable. LTR12 elements are labeled with their “rv” designation from the Human Endogenous Retrovirus Database.

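For the RNA-Seq data, the log2 ratio of TMM-normalized cpm between vorinostat treated and untreated cells was taken in each donor. The prior count added was that of the quasi-likelihood fit. The mean over donors was 5.55 ± 0.66 (SD, n = 4) for rv_007357, with donors between 4.69 and 6.27. For rv_007420 it was 3.11 ± 0.67 (SD, n = 4), between 2.35 and 3.97. For rv_010177 it was 8.87 ± 3.89 (SD, n = 4), between 4.07 and 12.22, and 6.47 ± 1.97 (SD, n = 4) with a prior count of 2. With the prior count of the fit the mean of rv_010177 was 10.47 without donor 3 and 7.78 without donor 4. The wide spread of rv_010177 goes with its untreated counts of 0 to 14 reads per library, where the prior count sets the ratio for libraries with no read.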

### Dose Responsive Upregulation of LTR12 by Vorinostat

A high dose of vorinostat (10 µM) was used to treat primary CD4^+^ T cells subjected to RNA-Seq analysis. This dose is just above what can be achieved with intravenous administration of vorinostat for the treatment of B- and T-cell malignancies (36) and much higher than doses achieved via oral administration in clinical trials to explore “Shock and Kill” strategies for an HIV cure (9, 10). Furthermore, 10 µM of vorinostat appears cytotoxic for just over 20% of healthy T lymphocytes (37). Therefore, the expression of the three LTR12 elements was examined by ddPCR over a more pharmacologically relevant dose–response curve (0.34, 1, 3, and 10 µM), which included less cytotoxic doses (e.g., 0.34 and 1 µM), in primary CD4^+^ T cells isolated from two independent donors. The expression of each LTR12 element was clearly dose dependent for each donor and greater than twofold (log_2_ fold change > 1) for rv_007357 at the lowest dose of 0.34 µM for both donors (Figure 4). In summary, vorinostat upregulated LTR12 elements at doses used to treat blood cell malignancies (36) and at even lower doses (i.e., 0.34 µM) that are relevant to clinical trials with HIV-infected individuals (9, 10).

**Figure 4:**
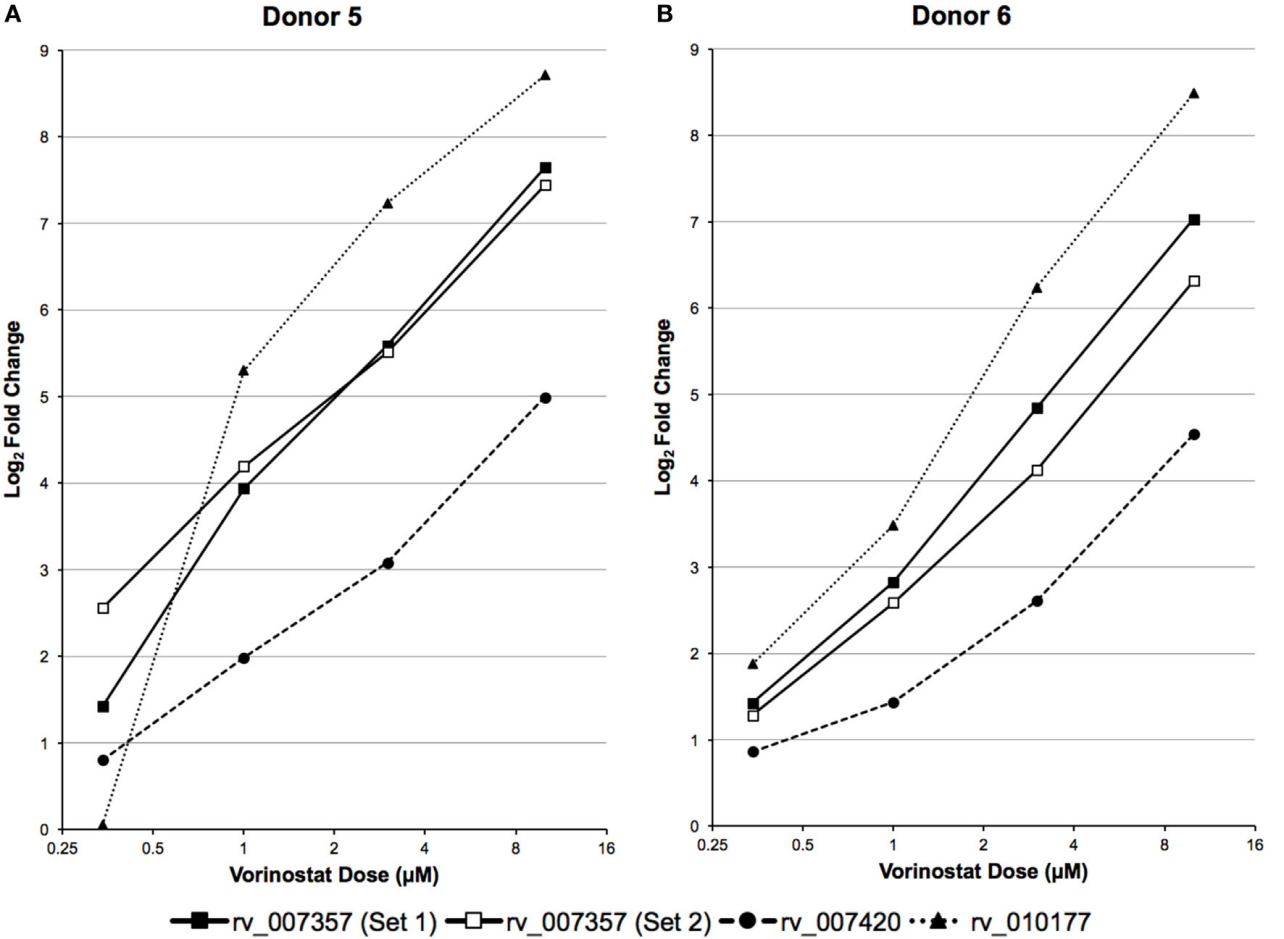
LTR12 elements are upregulated by vorinostat in a dose responsive manner. LTR12 expression was measured by droplet digital PCR using log_2_ fold changes between each dose of vorinostat (0.34, 0.1, 0.3, and 10 μM) and the untreated control as calculated for **(A)** Donor 5 and **(B)** Donor 6. The labels “Set 1” and “Set 2” indicate the two distinct primer and probe sets used to target the same LTR12 element (i.e., rv_007357). LTR12 elements are labeled with their “rv” designation according to the Human Endogenous Retrovirus Database.

## Discussion

A total RNA-Seq experiment was used to investigate the modulation of HERVs in primary CD4^+^ T cells exposed to vorinostat. The primary result from this work demonstrated the power of such an untargeted (i.e., unbiased) approach. Our previous studies, using a targeted RT-qPCR approach, had concluded that vorinostat did not modulate HERV elements of the HERV-K, HERV-W, and HERV-FRD families (14). Although this result was confirmed for elements from these families (Figure S1 in Supplementary Material), the current untargeted approach suggests that vorinostat does indeed modulate HERV elements in primary CD4^+^ T cells, predominantly LTRs (e.g., LTR12, LTR16C, and LTR33) of the ERV9 and ERVL families (Figure 1). Brocks and coworkers (38) recently used Cap Analysis Gene Expression Sequencing (CAGE-Seq) (39) to identify expression from transcription start sites (TSS) in a lung cancer cell line (NCI-1299) exposed to vorinostat. The CAGE-Seq data were used to identify treatment induced non-annotated TSS, which were shown to be enriched for LTR12 elements, thus confirming the expression of these elements by vorinostat in a cell line using a different methodology. Furthermore, Kronung and colleagues (20) noted that vorinostat could activate the expression of LTR12-driven genes (e.g., *TP63* and *TNFRSF10B*) in cell lines (i.e., J-LAT8.4 and U1) but did not modulate the expression of HERV-E, HERV-H or MaLR-driven genes, and thus concluded that vorinostat was specific for ERV9 LTRs (i.e., LTR12). However, the current study suggests that vorinostat modulates the expression of LTRs outside of the ERV9 family (e.g., LTR16C and LTR33). In summary, these results advocate for untargeted approaches (e.g., total RNA-Seq and CAGE-Seq), often referred to as “fishing expeditions,” since targeted approaches may not interrogate all relevant transcripts.

The ERV9 family, which includes the LTR12 element, is one of the most successful inhabitants of the human genome due to its continued proliferation until almost six million years ago, around the time of the human-chimp split (40). In contrast, the ERVL family is probably the oldest family and appears to lack an *env* gene consistent with these elements being ancient retrotransposons that entered genomes before the mammalian radiation (41). It is not clear why the transcription of both of these HERV families is modulated by an HDAC inhibitor (i.e., vorinostat) but suggests that HDACs may be an important epigenetic checkpoint in their transcription. HERV elements have recently been associated with non-coding regulatory RNAs with diverse properties ranging from contributing to the pluripotency of human cells (42) to promoting immunoglobulin M production in B-cell driven immune responses independent of T-cells (43). Therefore, agents such as vorinostat that alter the function of HDACs may need to undergo additional evaluation for HERV upregulation to assess their impact on the function of immune cells.

Modulation of HERV elements by vorinostat may be considered an “off-target” effect with respect to the primary goal of HIV activation for shock and kill strategies to facilitate a cure (7). A limitation of this study is that the pathological consequences of these off-target effects remain unknown (16), but one concern might be the oncogenic effects of LTR-driven genes modulated by vorinostat. Lamprecht et al. (44) have demonstrated that activation of an LTR of the MaLR family drives the expression of a proto-oncogene (i.e., *CSF1R*) that may lead to the development of Hodgkin lymphoma. However, vorinostat appears to drive the expression of pro-apoptotic genes (i.e., *TP3* and *TNFRSF10B*) in cell lines and thus protect against tumorigenesis (20). An alternate view would be that the HERV elements modulated by vorinostat encode products that might facilitate HIV activation. To explore this more fully, future analyses should better characterize the transcripts expressed from HERV elements upregulated by vorinostat treatment with respect to the relevant RNA products (e.g., messenger RNA, long non-coding RNA or micro RNA) and determine their role, if any, in HIV activation.

Another potential oncogenic concern would be that replication-defective HERV elements could recombine to form replication-competent virus with tumor inducing potential. This phenomenon has been observed *in vivo* in mice (45–48). Specifically, Young et al. (45) demonstrated that a series of recombination events could restore a replication-defective ERV (i.e., Emv2) to a replication competent virus in antibody-deficient mice (Rag1−/−) that eventually led to thymic and splenic tumors. In humans, the most recently integrated HERV elements belong to the HML-2 family of the HERV-K group, known as HERV-K(HML-2), which have maintained open reading frames encoding functional viral proteins that are expressed but form non-infectious particles (49–52). Dewwaniux et al. (53) demonstrated that the human genome still has the coding potential to resurrect infectious retroviruses from replication defective HERV-K(HML-2) elements. However, this required a three-fragment recombination event *in vitro*, and such a resurrected virus has not been observed to our knowledge *in vivo* in humans. In summary, despite these observations, it is highly unlikely that the HERV elements upregulated by vorinostat in this study, which are predominantly LTR fragments from older HERV families, could recombine to reconstitute the full-length genome required to generate an infectious element.

A final concern is that vorinostat activation of both HIV and HERV elements may lead to recombination and the evolution of novel retroviruses with unknown pathogenicity (19). Acute HIV infection has been shown to lead to the activation of HERV-K(HML-2) elements (22, 54), probably mediated through interactions with the Tat protein. Although subsequent intra-HERV-K recombination has been suggested (55), this remains unconfirmed by other groups (22). Furthermore, to the best of our knowledge, such a recombination event between distantly related retroviruses, such as HERVs and HIV, has never been described. It is unlikely that the HERV elements upregulated in this study by vorinostat exhibit sufficient similarity to facilitate efficient homologous recombination with the HIV genome (56). For example, the LTR12 elements examined in this study exhibit limited similarity with the HIV LTR from the HXB2 strain (accession number K03455): rv_007357 (38%), rv_007420 (23%), and rv_010177 (10%). A limitation of this study is that HERV element modulation by vorinostat was conducted in the absence of HIV infection. HIV infection was excluded in this pilot investigational study because the virus itself can modulate HERV element expression (21, 22), and this confounder was removed so that the effects of HDAC inhibition on HERV element expression could be unambiguously assessed. Future studies of vorinostat treatment of HIV-infected cells could screen for HIV:HERV recombinants, although these are unlikely to be found for the reasons stated earlier.

Analysis of total RNA-Seq data and validation by ddPCR primarily focused on HERV elements upregulated by vorinostat, i.e., LTR12. A potential limitation is that HERV elements may be embedded or in close proximity to genes that are upregulated, and their signal results from read through transcription. This was not likely for the three LTR12 elements selected for ddPCR confirmation (Figures 3 and 4), since they were at least 5 kbp from protein coding genes in the genome. In addition, a large number of HERV elements were also downregulated (e.g., ERVL, Figure 1). This is reflective of our previous work examining vorinostat-modulated gene expression in which the number of genes downregulated was similar to the number upregulated (2–4). In a similar vein, vorinostat leads to chromatin relaxation and then the milieu of transcription factors present in the nucleus regulates which HERV elements are upregulated and which are downregulated due to the corresponding transcription factor binding sites in these elements. Specifically, we have previously determined that vorinostat upregulated the high mobility group (HMG) AT-hook 1 (*HMGA1*) transcription factor at the transcript, protein, and acetylation level (4).

In summary, the modulation of a large number of HERV elements by vorinostat was demonstrated using an unbiased approach (i.e., RNA-Seq). Evidence for the pathogenic consequences of HERV modulation is not of sufficient strength to limit the use of vorinostat in shock and kill approaches toward an HIV cure. However, HERV elements such as LTR12 could be monitored as off-target biomarkers during shock and kill clinical trials with HDAC inhibitors and trial subjects should be screened to further explore HIV:HERV interactions.

## Ethics Statement

This study was carried out in accordance with the recommendations of the Institutional Review Board (IRB) at the University of California San Diego (UCSD) with written informed consent from all subjects who donated blood for this study. All subjects gave written informed consent in accordance with the Declaration of Helsinki. The protocol was approved by the IRB at UCSD.

## Author Contributions

CWh, NB-B, and CWo contributed to the design of the work. NB-B and SL were responsible for the acquisition of the data which was analyzed by CWh, NB-B, SL, and MB. All the authors contributed to the interpretation of the data. CWh, NB-B, and CWo were primarily responsible for drafting the manuscript with significant inputs from TH and GM with edits and revisions suggested by all other authors.

## Conflict of Interest Statement

The senior author, CWo, is currently employed by Merck & Co. who manufactures vorinostat but the research presented in this manuscript was completed prior to this appointment while still a professor at the University of Southampton. The other authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

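Total RNA-Seq of primary CD4+ T cells from 4 donors, each untreated and treated with vorinostat at 10 µM for 24 h, gave 8 libraries. The authors removed ribosomal RNA, prepared stranded libraries, mapped the decoupled 50 bp reads to the HERVd sequences alone with Bowtie (version 0.12.8 in the submitters' processing notes), and counted reads per element with htseq-count. They deposited these raw counts, which are not normalized, for 92162 elements, with an annotation table of 98008 elements that gives family, structure and hg17 coordinates. Only reads that match a single element without a mismatch were kept. An element whose copies are near-identical therefore loses reads, and a read from a gene that contains an element is counted to that element. The strand setting and version of htseq-count are not given in the sources used here. Because the ends of stranded pairs were mapped as single reads, the strand of an element's reads is not known from the counts, and elements on opposite strands that overlap cannot be told apart.

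Library totals ranged from 3189717 to 8104897 counts in the untreated and from 3804109 to 5963429 in the vorinostat treated libraries. Without rv_009768 they ranged from 408664 to 584024 and from 497854 to 708817. The tested elements had a median of 19.4 counts per library. Floors cover counting error only, since the reads carry no molecular identifiers. No pair of libraries of a condition differed by as little as sampling noise (chi-square per degree of freedom of 4.93 to 12.6), so each was counted as a sample.

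All tests used R 4.3.3. Elements with at least 1 cpm in at least 4 of 8 libraries were compared with edgeR 4.0.16 (TMM, quasi-likelihood test with the defaults of that version, default prior count, donor as a term, Benjamini-Hochberg adjusted p below 0.05). The filter, normalization, donor term and threshold are those of the methods, which name the likelihood ratio test of the same package. The pairing comes from the design, in which both libraries of a number are from the same donor. The deviations of the 2 libraries of a donor from their condition means correlated across elements at 0.11, 0.06, 0.06 and 0.06, and those of different donors between -0.09 and 0.05. Family sums used families with at least 10 tested elements and the effective library sizes of the element table. Set tests used camera of limma 3.58.1 on voom values with a preset correlation of 0.01 and with an estimated one. DESeq2 1.42.0 was an alternative. Elements without a read in a condition were given a bound against 3 counts per library. The bound compares means over the donors, and single donors can lie below it. Bootstrap intervals are at 95% from 10000 resamples of elements, and cover the spread between elements only.

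The procedure was tested on simulated data with the means, library sizes and dispersions of the 10784 elements in the comparison of vorinostat treated with untreated cells. The quasi-likelihood test recovered 6% of 50 elements changed by a log2 fold change of 1, 46% of 50 changed by 2, 72% of 50 changed by 3 and 82% of 50 changed by 4, and called 4 of 10584 unchanged elements. The likelihood ratio test recovered 6%, 62%, 78% and 84%, and called 12 unchanged elements. With all LTR12 elements raised by a log2 fold change of 1, the family sum gave 0.98 and no other family of 105 was called. This family test was given the true library scaling, so it does not show how family calls depend on the scaling. In both simulations elements were drawn independently and without donor differences.

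Lists of families were written before the data were examined: LTR12 and HERV-9, LTR16C, other LTR16, LTR33, the ERVL group, MaLR, HML-2, HERV-W, HERV-FRD, HERV-H, HERV-E, other HERV-K groups, MER41 and LTR10. The annotation holds no family that matched the lists for MaLR, HERV-FRD or MER41. Lists of cell type markers could not be used because the counts hold no genes. Elements named in the text are those the paper names, the 10 most upregulated and 10 most downregulated autosomal elements that moved alike in 4 of 4 donors with a mean of at least 10 counts in the higher condition, the elements with the smallest p in LTR12, LTR16C, LTR33 (3 each) and ERVL (2 in each direction), the 2 most abundant elements of HML-2, HERV-W, HERV-H and HERV-E, and the 3 most abundant of all. The families named are those of the lists, those in the paper and the 5 with the smallest adjusted p by summed counts in each direction. Elements on X and Y are left out of all values given per element or per donor.

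The alternatives were the likelihood ratio test, no donor term, DESeq2, RLE size factors, library size alone, no filter, filterByExpr, a prior count of 2, leaving out each donor, leaving out X and Y, and for the sums also leaving out the most counted element of each family. Overlap with genes was not analysed here, because the gene annotation in use is of another genome build than the coordinates. The droplet digital PCR measurements and the dose response are not analysed here.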

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

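The tests of a shift of the whole LTR16C and LTR33 families and of rv_009768, and the comparisons with neighbours of elements that were not called or are of other families, were chosen after the results they bear on had been seen, and so was the bound that the family shift was held against, which replaced a stricter one that the shift would not have met.

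LTR16C and LTR33 elements that were called lower had neighbours that were also lower. The nearest tested element of another family within 50 kb had a median log2 fold change, relative to all tested elements, of -2.42 on the same strand (95% bootstrap interval -2.85 to -1.81, 47 elements, 28 of them called lower and 1 higher) and of -2.36 on the opposite strand (-3.28 to -1.46, 30 elements), while neighbours of members that were not called had -0.05 on both strands. LTR16C and LTR33 elements could be neighbours of each other here, and with both families left out as neighbours the medians were -2.06 (35 elements, 20 called lower) and -1.99 (20 elements). All tested autosomal members of the families lay 0.24 below the others (difference -0.24, interval -0.32 to -0.11), a shift whose interval lies below 0 but which is too small to give the called changes, and neighbours of downregulated elements of other families were lower too (-1.89 and -1.69). These values are in line with reads from longer transcripts, of either strand, that span several elements and fall with vorinostat, which may not be specific to the families; the strand of the reads and the overlap with genes stay open.

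LTR12 elements that were called higher had neighbours on the same strand that differed by side. Within 50 kb, the nearest same-strand element of another family had a median log2 fold change relative to all tested elements of 1.17 downstream (27 elements, 7 called higher and 0 lower) and of -0.11 upstream (interval -0.55 to 0.28, 35 elements, 3 called higher and 2 lower), a difference of 1.27 (interval 0.43 to 2.53), and same-strand neighbours of LTR12 elements that were not called had 0.0018 and -0.12. On the opposite strand the medians were 0.71 downstream (39 elements, 10 called higher and 3 lower) and 0.44 upstream (interval -0.02 to 1.34, 17 elements, 4 called higher and 0 lower). The same-strand upstream value by itself goes against transcription that enters from upstream. The strand of the reads is not known from the counts, however, so opposite-strand elements could record such transcription too. The interval of their upstream median ran from -0.02 to 1.34, so entry from upstream stays open for both strands. Transcription that starts in the LTR and runs on downstream may account for the same-strand difference; this is a hypothesis that rests on few elements, and neighbours of upregulated elements of other families were higher on both sides (1.24 and 1.09).

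The single element rv_009768 holds most of the counts in every library. With rv_009768 left out of the library sizes and the test and the other tested elements kept, 1409 elements were called, 1406 of them among the 1418, but TMM makes up for the element (the effective library sizes moved by a log2 of 0.02 between libraries), so this could hardly change the calls and decides nothing. With scaling by library size alone, in which its share enters, 765 elements were called, 696 of them shared. The counts outside rv_009768 were higher with vorinostat in 4 of 4 donors, as were the effective library sizes of TMM. Library totals, which are mostly rv_009768, were lower in donors 1, 3 and 4. Its share thus bears on the calls under scaling by library size, while under TMM it hardly moves the library sizes. Which scaling is right was not tested. It does set the filter, since 15527 elements in place of 10784 passed 1 cpm without it, and with these tested 1821 were called, 978 upregulated and 843 downregulated against 671 and 747. Where its reads come from was not tested, and no biological explanation was tested.

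In 6 of 85 groups of 4 libraries a value stood apart from the others, against about 4.25 for independent normal values. The groups share the same 8 libraries. Where the other libraries have no read, any read stands apart, as for rv_006402 and rv_033365. The 4.25 is therefore no measure of chance here. In untreated cells rv_010177 was at 3.63 cpm in 1 library against 0 to 0.157 in the others, rv_006402 at 0.313 against 0, and rv_014071, an LTR26 element on chromosome 5, at 12.7 against 1.44 to 2.34. In vorinostat treated cells rv_041580 was at 24.5 cpm against 13.3 to 14.0, rv_033365 at 0.133 against 0, and rv_002555 at 34.6 against 72.7 to 79.4. The fall of rv_014071 was no longer called without donor 3 (adjusted p = 0.15 from edgeR).

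By summed counts, families that Fig. 1 does not label were higher with vorinostat; those with the smallest p included HERVI with a log2 fold change of 1.0004 (0.51 without its most counted element), HERVK13 with 0.76 and LTR19B with 0.64. The sum of pTR5, the family that holds rv_007357, had 2.59, and 1.097 without its most counted element. The calls of HERVI, HERVK13 and LTR19B were lost with scaling by library size alone (adjusted p = 0.35, 0.76 and 0.76 from edgeR). There the log2 fold changes were 1.51, 1.28 and 1.15 with standard errors of 0.58, 0.61 and 0.59, and the median family was at 0.47. Relative to the median family HERVI was at 1.04 under both scalings, which a scaling that moves all families nearly alike could hardly change.

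Without the donor term the 8 libraries can be split into 4 and 4 in 35 ways, most of which do not part the donors as the real 1 does and hold both treatments on each side, which widens the spread within a side and lowers their counts. No split but the real 1 called as many elements (1482, highest other split 8). The donors are paired and most of these splits do not part them, so this cannot exclude chance for the paired design. Because the other splits called 0 to 8 elements in all, the other counts had little room to be as large and show nothing beyond the total: elements up (308, 8) and down (298, 8) past a log2 fold change of 3, families up (12, 0) and down (22, 0) by summed counts, LTR12 up (121, 0), LTR16C down (19, 0), LTR33 down (31, 0), ERVL up (20, 0), LTR12 among the top 100 (40, 0) and HML-2 and HERV-W elements (59, 0). The sides of the other splits have no set order. For counts with a direction, their value is the larger of the up and down counts. For the set tests 7 of the 35 splits, the real one included, gave at least as many called sets as the real 2 (highest other 3), so chance cannot be excluded. With the donor term only 8 splits part every donor, too few for a share below 0.05. There the real values and the highest others were 1418 and 0 called elements, 283 and 0 up and 291 and 0 down past 3, 116 and 0 for LTR12, 17 and 0 for LTR16C, 33 and 0 for LTR33, 23 and 0 for ERVL, 48 and 0 in the top 100, 56 and 0 for HML-2 and HERV-W, 13 and 1 families up, 23 and 1 families down and 3 and 2 sets.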

How the results depend on the processing

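The newer quasi-likelihood method of edgeR, leaving out rv_009768 and setting elements without reads at their bound were chosen after seeing the data; the other alternatives were written before the data were examined. The 4 elements the paper names were called in every setting. Without the replicate block 1482 elements were called, the calls of rv_000677 and of the sums of LTR33A and LTR7 were lost (adjusted p = 0.068, 0.0505 and 0.074 from edgeR), and of the named elements and families no other call changed. Upregulated elements past a log2 fold change of 3 (main 283) numbered 469 with the likelihood ratio test, 504 with DESeq2 and 182 with a prior count of 2. Of LTR16C, 11 with the likelihood ratio test, 13 with DESeq2 and 2 with prior count 2 were upregulated (main 7). For LTR33 these were 15, 15 and 3 (main 5), and 9 without a filter, 3 with filterByExpr and 8 without rv_009768. For ERVL they were 36, 40 and 10 (main 23). With a prior count of 2 the downregulated elements past the threshold were 192 in all, 19 of LTR33 and 16 of ERVL (main 291, 33 and 26). Scaling by library size alone called 765 elements, 696 of them shared with the 1418, with 171 downregulated past the threshold, 14 of LTR33, 13 of ERVL down, 36 of ERVL up and 21 of HML-2 and HERV-W (main 56). It left 2 families up and 0 down by summed counts with edgeR (main 13 and 23; 4 and 0 at an unadjusted p below 0.05, and 15 and 35 by DESeq2 with TMM). Library size is mostly rv_009768, so scaling by it largely follows that 1 element. DESeq2 called 35 families down. No set passed with an estimated correlation (0 of 115; 5 at an unadjusted p below 0.05). Leaving out each donor in turn gave 956 to 1234 called elements, 3 to 6 LTR16C, 2 to 5 LTR33 and 13 to 17 ERVL elements up past the threshold, 27 to 47 HML-2 and HERV-W elements, 8 to 13 families up and 9 to 26 down. The values without donor 1 were 27 HML-2 and HERV-W elements, 8 families up and 10 down, and without donor 4 they were 37 elements and 9 families down. Fold changes turned sign with library size alone for the elements rv_009879 (0.22) and rv_014514 (0.0077) and for the sums of LTR16C (0.21), LTR33 (0.12), LTR33A (0.37), ERVL (0.38), LTR5B (0.32), LTR17 (0.25), HERVH48 (0.014), LTR7 (0.33), LTR2 (0.43), LTR2B (0.031), LTR2C (0.33), MLT2A2 (0.089), HERVL18 (0.067) and LTR16A1 (0.13), all with the median family moved to 0.47. With a donor left out they turned without donor 3, where rv_009879 ranged from -0.48 to 0.14 over the donors left out and the sums of LTR5B from -0.34 to 0.10 and of HERVH from -0.071 to 0.068. They also turned without a filter for HERVH (-0.072), and without the most counted element for LTR5B (0.0011) and HERV17 (-0.0068). Of the other comparisons of named elements and families, 886 kept direction and call, 44 lost the call and 14 gained it. The causes were not tested. Alternatives that leave out elements in or near genes, the share of called elements inside genes and its alternatives were not run, since the gene annotation in use is of another build. With 4 donors, changes of a log2 fold change of 1 were mostly missed in the simulation (6% recovered), and most tested elements have few counts.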

Differences from the paper's values

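The paper reports 451 upregulated HERV elements with a log2 fold change above 3, and the quasi-likelihood test gave 283. Of the alternatives set before the data were examined, the likelihood ratio test, which the methods name (469), DESeq2 (504), library size alone (403), no filter (359) and no donor term (308) lay within 1.5 times of the paper's value, and RLE size factors, filterByExpr, a prior count of 2, leaving out X and Y and leaving out any donor did not. The newer quasi-likelihood method (307) and leaving out rv_009768 (395), both chosen after seeing the values, also lay within 1.5 times, and both kept the 4 elements the paper names; the paper's other called elements are not listed in the sources used here. Upregulated ERVL elements past this threshold were about 36 in Fig. 1, read by eye, and 23 here. The likelihood ratio test (36), DESeq2 (40), library size alone (36) and no filter (29) lay within 1.5 times, and the others did not. Upregulated LTR16C elements were about 11 in Fig. 1, read by eye, and 7 here; the likelihood ratio test (11), DESeq2 (13), library size alone (9) and no filter (8) lay within 1.5 times, and the others did not. Leaving out rv_009768, chosen after seeing the values, gave 31 ERVL and 9 LTR16C elements, and kept the 4 elements the paper names. Upregulated LTR33 elements were about 13 in Fig. 1, read by eye, and 5 here; the likelihood ratio test (15), DESeq2 (15) and no filter (9) lay within 1.5 times, and the others did not.

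The paper describes the ERVL elements outside LTR16C and LTR33 as balanced. In the family named ERVL, 23 elements were up and 26 down past the threshold, while the wider list without LTR16C and LTR33 had 88 up and 155 down (189 and 202 by the likelihood ratio test, 207 and 217 with DESeq2, and 148 and 87 with library size alone). The paper counts rv_007357 among the LTR12 elements, and HERVd lists it in pTR5 with LTR12 as its LTR.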

Other observations

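Some other ERVL families fell by summed counts, with edgeR's quasi-likelihood test over the 4 donors. MLT2A2 had a log2 fold change of -0.42 (adjusted p = 0.0055), HERVL18 -0.45 (adjusted p = 0.0055), and LTR16A1 -0.39 (adjusted p = 0.0055), each lower in 4 of 4 donors, and each turned positive with scaling by library size alone (0.089, 0.067 and 0.13, where the median family was at 0.47). These 3 were among the families with the smallest p and do not stand for the group. LTR16D (-0.43), HERVL47 (-0.35), MLT2A1 (-0.26), MLT2B2 (-0.19) and MLT2C1 (-0.20) were also called lower (adjusted p = 0.0055, 0.011, 0.011, 0.014 and 0.038 from edgeR). With scaling by library size alone, which largely follows rv_009768, no family was called lower. The sum of the ERVL group without LTR16C and LTR33 was not called (-0.11, adjusted p = 0.51 over the lists), nor were those of HERVL (-0.11), HERV16 (-0.12), MLT2B4 (-0.07) and MLT2D (0.005). Those of MLT2B1, MLT2B3, MLT2C2, MLT2E and MLT2F were not called either. The medians over the elements of MLT2A2 and LTR16A1 were 0.17 and 0.01. Of 138 tested LTR16A1 elements 20 were downregulated and 2 upregulated. Among the other HERV-K groups 62 elements were upregulated and 55 downregulated of 761 tested (69 and 57 when adjusted over the list alone).

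The 5 LTR10 families, LTRs known to hold p53 binding sites, had 16 upregulated and 11 downregulated elements of 242 (14 and 11 when adjusted over the list alone), with a median of 0.24 and a summed log2 fold change of -0.60 that was not called (adjusted p = 0.080 over the lists). The LTR10C element rv_014196 alone held 2830 of the summed 4029 TMM-normalized cpm in untreated cells and 1299 of 2543 with vorinostat. Elements of the HERV-H list, which joined HERVH, HERVH48 and LTR7, were upregulated in 11 and downregulated in 15 of 286 cases (11 and 15 when adjusted over the list alone), and HERV-E elements in 9 and 16 of 177 (9 and 17). The sums of the HERV-H and HERV-E lists were not called (-0.12, adjusted p = 0.33, and -0.004, adjusted p = 0.95 over the lists). Within the HERV-H list the family sums differed, with 0.02 for HERVH, -0.48 for HERVH48 and -0.19 for LTR7.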
